A study of Xenopus laevis with 115 samples.

How the data were processed

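Poly(A) messenger RNA was sequenced with reads of 50 bp from Xenopus laevis tissue, per the labels. Libraries were made from 400 ng of RNA for ectoderm and 300 ng for donor endoderm. The records list 115 samples, and 85 libraries with a file were analysed: 45 from the experiments with the inhibitor SGC-CBP30 and 40 from the experiments with the inhibitor A-485. Another 8 ectoderm samples of fertilised embryos from the A-485 experiments and 22 samples of a somite series were not analysed here. A further 4 abundance files are tied to no sample record and were not used here. Their names follow the pattern of the fertilised ectoderm of the A-485 experiments, so they may hold some of those 8 samples, and the A-485 comparisons with that tissue rest on 4 libraries of 1 experiment without them.

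The files analysed give 1 library each, and the deposited values used are expected counts, the estimated reads per target sequence of a kallisto-style abundance table, not scaled for depth. The deposited tables also give the target length in bases, an other kind of value that was used only to compare the sets of targets. The counter, its version and its filters are not stated. The CBP30 files list 72076 targets, with several transcripts per gene. The A485 files list 44441 targets, 1 transcript per gene. The sets share 41837 target identifiers, and only 13555 of these have the same length in both. For most shared identifiers the counted sequence therefore differs between the sets. This limits every result that matches the sets by identifier: the shared lists, the lists scored across sets, the donor interaction and the correlations between inhibitors. Every item tested is a target and is called a transcript in the text. The reference table at hand does not pair these identifiers with gene symbols, so transcripts are given by identifier, and a check against a fixed list of endoderm, ectoderm and inhibitor-target genes could not be run. Genome positions were not at hand either.

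Total expected counts per library ran from 6468976 to 24923622. The count of a transcript near the minimum of the expression filter therefore carries a large counting error, which covers counting only and not the variation between embryos.

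Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Each comparison used only its own groups, the expression filter filterByExpr, TMM scaling and the quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment. A transcript is called when its adjusted p-value is under 0.05. Group means are depth-scaled counts (CPM, edgeR's cpm after TMM) with the SD over libraries. Experiment numbers run from 1 to 3 within each inhibitor, and the comparisons with fertilised ectoderm in the A485 experiments used experiment 1 only, where that tissue has files tied to samples. Groups were taken from sample titles. The tissue field of 2 libraries contradicts the title, and they stayed in the group of the title. The donors of experiment 1 in the A485 set have a cell type field of ectoderm beside a tissue field of endoderm. They stayed in the donor groups, and the A486 libraries among them are the donors compared with fertilised ectoderm.

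An ON-memory transcript is higher in control nuclear-transfer ectoderm than in fertilised ectoderm and also higher in control donor endoderm than in fertilised ectoderm, with an adjusted p-value under 0.05 and a log2 fold change of at least 1 in both comparisons. An OFF-memory transcript is lower in both. Both comparisons share the fertilised libraries. The correlation of fold changes that this sharing gives was taken from 5 simulations per inhibitor in which no group differed. These make almost no calls, so they say nothing about the size of the lists. They also do not give the correlation that sharing adds where groups differ. A list score is the mean log2 CPM, with prior count 2, over the list in a library. Differences in list scores were tested with two-sided permutation tests of 100000 draws, or by exact enumeration where a group had fewer than 10 libraries, and adjusted over each family of 4 tests. Lists from 1 inhibitor's experiments were scored in the libraries of the other, so that no library helped to make the list on which it was scored. The median fold change of a list was set beside 10000 lists drawn at a matched expression level.

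Whether the experiment number pairs libraries across groups was checked from the correlation of centred libraries that share a number. The correlation was above 0.1 for every number in 6 of the 7 comparisons tested and between -0.10 and -0.08 in the comparison of donors with fertilised ectoderm. A fit with the experiment number as a block was run for each as an alternative. Each fit with at least 3 libraries per group was also repeated on 100 random splits of the libraries (all 35 splits where no more exist). Those that span the experiments were repeated on 40 splits that keep the number of libraries per experiment.

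The model was tested on simulated data with 200 changed transcripts. The changes were by a fold of 2 or 4 and were planted only in transcripts well above the expression filter. The simulated means did not differ between experiments. The shares called therefore do not hold for transcripts at lower levels, for smaller changes or for effects that differ between experiments. Over 10 simulated sets, run after 2 single sets had been seen, a mean of 42.8% of them were called at the size of the CBP30 donor comparison (range 34.5% to 53%), and 4.42% of the calls were false (1.1% to 9.21%). Among those changed by a fold of at least 4, 74.1% were called. At the size of the comparison of nuclear-transfer ectoderm with and without CBP30, 90.3% were called and 4.22% of the calls were false (1.63% to 6.38%). At the size of the A486 nuclear-transfer comparison with fertilised ectoderm, 80.9% were called and 5.12% of the calls were false (2.48% to 10.1%). The permutation test gave a p-value under 0.05 in 4.5% of 200 simulations without an effect.

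The comparisons, tests, alternatives and the rule for named transcripts were fixed before the data were examined. The rule names, per comparison, the 2 transcripts with the largest rise and the 2 with the largest fall among those called, with an average log2 CPM of at least 1 and the same direction in every experiment. It also names 3 ON and 3 OFF transcripts found on the lists of both inhibitors. As identifiers without gene names carry little for a reader, only the first 2 of each memory list are printed, and those of the comparisons of nuclear-transfer with fertilised ectoderm are left out. The alternatives were the size factors of DESeq2 1.42.0, its Wald test, no filter on low counts, at least 10 counts in every library, the experiment block, leaving out each experiment or library, other fold-change limits for the lists, prior count 0.5, and the fry rotation test of limma 3.58.1. Alternatives chosen after seeing the data were the Wald test on experiments 2 and 3 of the CBP30 donors, fits without 8 abundant transcripts, and list scores with each library left out.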

Results

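The study asked whether inhibitors of the histone acetyltransferase p300 and its relative CBP ease the change of cell fate after nuclear transfer (NT), in which the nucleus of a donor cell is placed in an egg. Donor nuclei came from endoderm of stage 18 embryos made by in vitro fertilisation (IVF). The embryos had been treated with 40 µM SGC-CBP30 (CBP30, an inhibitor of the bromodomains of CBP and p300) or its solvent DMSO, or with 30 µM A-485 (A485, an inhibitor of their acetyltransferase activity) or A486, a control that the sample records do not describe further. Gene expression was measured in the donor endoderm, in ectoderm of stage 11 NT embryos and in ectoderm of stage 11 IVF embryos. The CBP30 experiments gave 5 CBP30 and 6 DMSO donor libraries, 11 CBP30 and 12 DMSO NT libraries and 11 IVF libraries. The A485 experiments gave 6 donor libraries for each compound, 11 A485 and 13 A486 NT libraries and 4 IVF libraries. Each set comprised 3 experiments, and the 4 IVF libraries of the A485 set all came from experiment 1. Total counts per library ran from 10352221 to 24923622 in the CBP30 experiments and from 6468976 to 24820727 in the A485 experiments.

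The first principal component carried 63.6% of the variance in the CBP30 experiments and 67.4% in the A485 experiments, and it separated donor endoderm from every ectoderm library in both. Tissue and stage differ together between these groups. In the CBP30 experiments, the DMSO donors of experiment 1 lay at 172.7 and 174.7 on this component, below the CBP30 donors, which ran from 230.1 to 245.6. DMSO donor library 2 of experiment 3 lay between these, at 220.9. In the A485 experiments, A486 donor library 1 of experiment 1 lay at 146.6, where the other A486 donors ran from 178.8 to 203.4. It is 1 of the 2 A486 donors compared with IVF ectoderm. The titles and the tissue fields of 2 A485 libraries of experiment 3 contradict each other. The library titled donor had a mean correlation across transcripts of 0.942 with the other donors and 0.569 with NT ectoderm, and the library titled NT had 0.622 and 0.953.

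**Figure D1:**
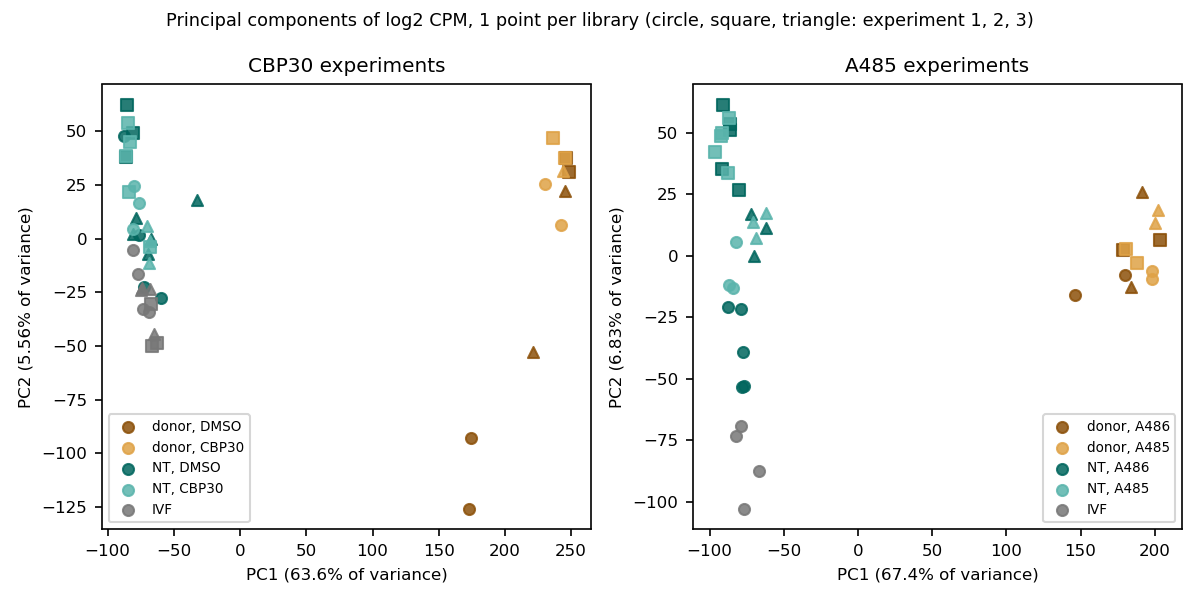
Principal components 1 and 2 of log2 CPM for each library of the CBP30 experiments (left) and the A485 experiments (right), in arbitrary units, with experiments 1, 2 and 3 as circles, squares and triangles. Donor endoderm lies apart from NT and IVF ectoderm on component 1, and 2 DMSO donors of experiment 1 lie at 172.7 and 174.7.

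Control NT ectoderm was compared with IVF ectoderm to measure how far the transferred nucleus had reached the expression of its new tissue. In the CBP30 experiments, 5671 of 24916 transcripts were called between DMSO NT and IVF ectoderm (12 and 11 libraries), 3147 higher and 2524 lower. Of these, 867 higher and 375 lower transcripts had a log2 fold change of at least 1. Within experiments 1, 2 and 3 the counts were 491, 5672 and 1173, and leaving out experiment 2 moved the pooled count most, to 2835. In experiment 1 of the A485 set, 5840 of 20627 transcripts were called between A486 NT and IVF ectoderm (5 and 4 libraries), 3047 higher and 2793 lower. Leaving out 1 library at a time gave between 4440 and 5834 calls.

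Donor endoderm was compared with IVF ectoderm to find which of these differences follow the donor. In the CBP30 experiments 18007 of 26208 transcripts were called (6 DMSO donor and 11 IVF libraries), 9208 higher and 8799 lower in the donor. A minimum of 10 counts in every library gave 11675 calls of 16191 transcripts, and no filter on low counts gave 25355. In the A485 experiments 10588 of 22089 transcripts were called (2 A486 donor and 4 IVF libraries), 5426 higher and 5162 lower.

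The CBP30 experiments gave 317 ON-memory and 116 OFF-memory transcripts, and the A485 experiments gave 287 and 409. The fold changes of the NT and the donor comparison correlated at 0.14 (CBP30) and 0.27 (A485) across transcripts. In simulations where no group differed, the shared IVF libraries gave up to 0.44. That setting differs from the data, where 18007 of 26208 (CBP30) and 10588 of 22089 (A485) transcripts were called between donor and IVF ectoderm. The simulated value therefore does not show how much of 0.14 and 0.27 comes from the shared libraries. ON-memory transcripts made up 5.96% of the transcripts higher in the donor by a log2 fold change of at least 1 and tested in NT ectoderm (CBP30) and 8.84% (A485). OFF-memory transcripts made up 1.81% and 10.1% of those lower in the donor. Of the transcripts higher in NT ectoderm by the same limits and tested in the donor (800 and 962), 39.6% (CBP30) and 29.8% (A485) were ON-memory transcripts, where 21.8% and 16% of all transcripts tested in both were higher in the donor. Of those lower in NT ectoderm (375 and 988), 30.9% and 41.4% were OFF-memory transcripts, where 26.3% and 19.9% of all were lower in the donor. The opposite pairs were also found: 158 and 124 transcripts were higher in NT ectoderm but lower in the donor, and 83 and 122 were lower in NT ectoderm but higher in the donor. The shared IVF libraries add to such shares. The lists depended on the fold-change limit: without a minimum, the ON and OFF lists held 1235 and 1082 transcripts (CBP30) and 847 and 1031 (A485). The ON lists shared 12 transcripts, with 2.08 expected by chance among 12724 transcripts tested in both, and the OFF lists shared 9, with 1.34 expected. No transcript was on the ON list of one set and the OFF list of the other. The chance values draw from all transcripts tested, but both lists hold only transcripts that differ between donor and IVF ectoderm. A donor difference common to both sets would by itself raise the overlap and keep ON and OFF lists apart. The excess over these values therefore does not show that the NT differences are shared.

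Among the shared transcripts, XBmRNA8318 (gene XBXL10_1g4478) was at 11 ± 8.14 CPM in DMSO NT ectoderm (SD, n = 12) and 3.38 ± 2.51 CPM in IVF ectoderm (n = 11), a log2 fold change of 1.70 (SE 0.41, adjusted p 0.00458). In the A485 set it was at 3.37 ± 1.32 CPM (n = 5) and 0.917 ± 0.249 CPM (n = 4), a log2 fold change of 1.85 (SE 0.33, adjusted p 0.00338). Without experiment 2 of the CBP30 set its adjusted p was 0.0996, the highest over its alternatives, of which the lowest was 0.000225. In the donors of that set, 1 of the 6 DMSO libraries had 72.8 CPM and the next highest had 16.2 CPM. The second ON-memory transcript, XBmRNA38762 (XBXL10_1g20957), had log2 fold changes between NT and IVF ectoderm of 1.99 and 1.65. The OFF-memory transcripts XBmRNA33270 (XBXL10_1g18022) and XBmRNA9162 (XBXL10_1g4901) were lower in NT than in IVF ectoderm in both sets. On the log2 scale XBmRNA33270 fell by 2.79 (CBP30 set) and 1.84 (A485 set), and XBmRNA9162 fell by 1.97 in the A485 set. For XBmRNA9162 and XBmRNA38762 the call in the CBP30 set was lost in 2 and 1 of the fits that left out an experiment. In the A485 set the call of XBmRNA38762 was lost without IVF library 2 (adjusted p 0.057, range over its alternatives 0.0094 to 0.057).

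The donors were compared to measure what each inhibitor did to the donor tissue itself. Between CBP30 and DMSO donors (5 and 6 libraries), 0 of 23544 transcripts were called, and 2718 (11.5%) had an unadjusted p-value under 0.05. The smallest adjusted p was 0.114. The DESeq2 Wald test moved this most, to 511 calls (84 higher, 427 lower). Within experiment 1 edgeR called 564 transcripts (125 higher, 439 lower; 2 libraries per group), and within experiment 2 it called 0. Experiment 3 held 1 CBP30 library and gives no such value. Leaving out CBP30 library 1 of experiment 1 gave 1 call. Between A485 and A486 donors (6 libraries each), 0 of 20220 transcripts were called, 787 (3.89%) had an unadjusted p-value under 0.05, and the smallest adjusted p was 0.97. Within experiments 1, 2 and 3 the counts were 0, 2 and 0. The inhibitor effects were then tested against each other: the interaction called 0 of 20168 transcripts, with 1628 (8.07%) at an unadjusted p-value under 0.05, and 6 with the experiments as blocks. Across 12492 transcripts, which are not independent replicates, the donor effects correlated at a Spearman coefficient of 0.18 and a Pearson coefficient of 0.34. In both sets control donors of experiment 1 (2 DMSO libraries and 1 A486 library) lay towards ectoderm on the first principal component. The correlation was not computed without them, so it need not reflect the inhibitors.

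NT ectoderm from treated and control donors was compared to ask whether the treatment changed the outcome of the transfer. Between CBP30 and DMSO NT ectoderm (11 and 12 libraries), 0 of 25668 transcripts were called, 1155 (4.5%) had an unadjusted p-value under 0.05, and the smallest adjusted p was 0.0557. The block gave 0 calls as well. Within experiments 1, 2 and 3 the counts were 31, 18 and 5. The Wald test gave 13 calls, and leaving out experiment 3 gave 9.

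Between A485 and A486 NT ectoderm (11 and 13 libraries), 7 of 20667 transcripts were called, 3 higher and 4 lower, and 1962 (9.49%) had an unadjusted p-value under 0.05. With the experiments as blocks 35 were called (13 higher, 22 lower), among them all 7. Leaving out an experiment gave between 4 calls (without experiment 1) and 37 calls (without experiment 2). XBmRNA30476 (XBXL10_1g16236) had 0.254 ± 0.22 CPM in A485 and 3.54 ± 2.16 CPM in A486 NT ectoderm, a log2 fold change of -3.84 (SE 0.48, adjusted p 0.00018). All 11 A485 libraries lay below all 13 A486 libraries. Among A485 libraries its counts ran from 0 to 8. It also varied without treatment, from 0 to 6.88 CPM over the 4 IVF libraries. Its spread within groups, over the IVF and A486 donor libraries together, was at the 99.5 percentile of 1000 transcripts of similar level. XBmRNA18476 (XBXL10_1g9887) had 0.759 ± 0.447 and 8.76 ± 5.4 CPM, a log2 fold change of -3.51 (SE 0.39, adjusted p 3.11e-05), again without overlap. XBmRNA29620 (XBXL10_1g15868) was higher with A485, at 4 ± 0.939 against 0.81 ± 0.373 CPM, a log2 fold change of 2.29 (SE 0.23, adjusted p 6.1e-06), without overlap. XBXL10_1g33259 had 11.8 ± 8.19 against 3.88 ± 1.37 CPM, a log2 fold change of 1.60 (SE 0.29, adjusted p 0.0316), with 7 of 11 A485 libraries above all A486 libraries. Without experiment 1 its log2 fold change was 1.04 and its adjusted p was 1. Without experiment 3 its adjusted p was 0.144, and without A485 library 1 of experiment 3 it was 0.0608 (range over its alternatives 0.000136 to 1). The log2 fold changes of the other 3 calls were -2.38 (XBmRNA74935), -0.65 (XBmRNA16453) and 0.96 (XBmRNA70090). Each lost its call without experiment 1, with adjusted p of 0.358, 0.489 and 0.512. XBmRNA16453 also lost it without experiment 3 and with at least 10 counts in every library, and XBmRNA70090 without experiment 2, without experiment 3 and with no filter on low counts. Over their alternatives the adjusted p ran from 3.07e-08 to 0.358, from 9.32e-05 to 0.489 and from 0.000662 to 0.512.

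**Figure D2:**
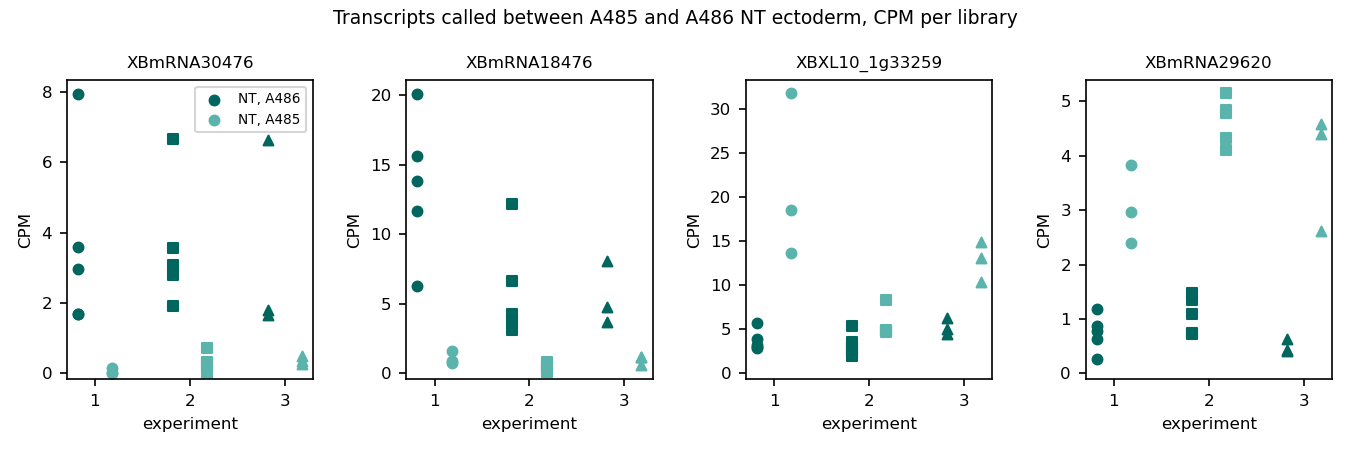
TMM-normalised CPM of 4 transcripts called between A485 and A486 NT ectoderm, 1 point per library, by experiment, with symbols as experiments. For XBmRNA30476, XBmRNA18476 and XBmRNA29620 all 11 A485 libraries lie on one side of all 13 A486 libraries.

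Separate fits within experiments 1, 2 and 3 called 212, 101 and 89 transcripts between A485 and A486 NT ectoderm. Experiments 1 and 2 shared 15 calls, 5 of them in the same direction, with 0.784 shared calls expected by chance. Experiments 2 and 3 shared 10 calls, 1 of them in the same direction, and experiments 1 and 3 shared 11, with 10 in the same direction. A term for a treatment effect that differs between experiments was called for 580 of 20667 transcripts, and 4594 (22.2%) had an unadjusted p-value under 0.05. For CBP30 the same term was called for 55 of 25668 transcripts, with 1582 (6.16%) under 0.05 unadjusted.

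NT ectoderm from treated donors was also compared with IVF ectoderm. For CBP30, 6364 of 24936 transcripts were called (11 libraries each; 3397 higher, 2967 lower), beside 5671 for DMSO NT ectoderm against the same IVF libraries. Within experiments 1, 2 and 3 the counts were 1558, 4450 and 212. For A485, 4126 of 21457 transcripts were called (3 NT and 4 IVF libraries; 2353 higher, 1773 lower), beside 5840 for the 5 A486 libraries of the same experiment. Leaving out A485 library 1 gave 1339 calls. These counts also depend on the number of libraries, and whether treated and control NT ectoderm differ was tested directly, as given above.

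The memory lists of one inhibitor were then followed in the NT ectoderm of the other. The ON list of the CBP30 experiments (151 transcripts tested) had a mean score of 2.37 ± 0.42 log2 CPM in A485 NT ectoderm (SD, n = 11) and 2.07 ± 0.41 in A486 NT ectoderm (n = 13). The difference of 0.30 was within the spread between libraries (permutation p 0.0908, adjusted 0.363; 0.29 and p 0.109 within experiment blocks). Leaving out A485 library 2 of experiment 1 lowered the difference to 0.18. By experiment the differences were 0.90 (3 and 5 libraries, exact p 0.0179, the smallest possible), -0.11 (5 and 5, exact p 0.532) and 0.19 (3 and 3, exact p 0.8, smallest possible 0.1). The sign in experiments 2 and 3 hung on 1 library each: without A486 library 5 the difference in experiment 2 was 0.02, and without A486 library 3 that in experiment 3 was -0.10. Without A485 library 2 the difference in experiment 1 was 0.48. Of the 151 transcripts 137 were higher with A485. Their median log2 fold change of 0.28 lay above those of all 10000 matched lists, a comparison that treats transcripts as independent. In the same comparison the median of the OFF list (-0.26) lay below those of all matched lists. For the A485 lists in the CBP30 experiments, described next, the ON median (-0.01) lay at percentile 60.9 and the OFF median (0.07) above all of them. The OFF list (75 transcripts) differed by -0.19 (permutation p 0.276, adjusted 0.432), with 58 transcripts lower, and by -0.12 without the same library. By experiment its differences were -0.74 (exact p 0.0536), 0.26 (exact p 0.222) and -0.17 (exact p 0.7), and they were -0.48 without A485 library 2, 0.16 without A486 library 5 and 0.05 without A485 library 3, in that order.

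The lists of the A485 experiments were scored in CBP30 and DMSO NT ectoderm (11 and 12 libraries). The ON list (187 transcripts) differed by 0.08 (permutation p 0.328, adjusted 0.432) and the OFF list (221 transcripts) by 0.10 (permutation p 0.432, adjusted 0.432). Without 1 library, DMSO library 2 of experiment 1, the ON difference was 0.05, and without CBP30 library 1 of experiment 3 the OFF difference was 0.05. Over the 4 lists, 0 transcripts were called, both over all transcripts tested and adjusted over the list alone. As a check that the lists carry over, control NT ectoderm was compared with IVF ectoderm on the lists of the other set. The A485 lists differed in the CBP30 experiments by 0.29 (ON, permutation p 0.00556, adjusted 0.0111) and -0.39 (OFF, permutation p 0.00186, adjusted 0.00744). The CBP30 lists differed in the A485 experiments by 0.23 (ON, exact p 0.23) and -0.46 (OFF, exact p 0.135), with 5 and 4 libraries.

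**Figure D3:**
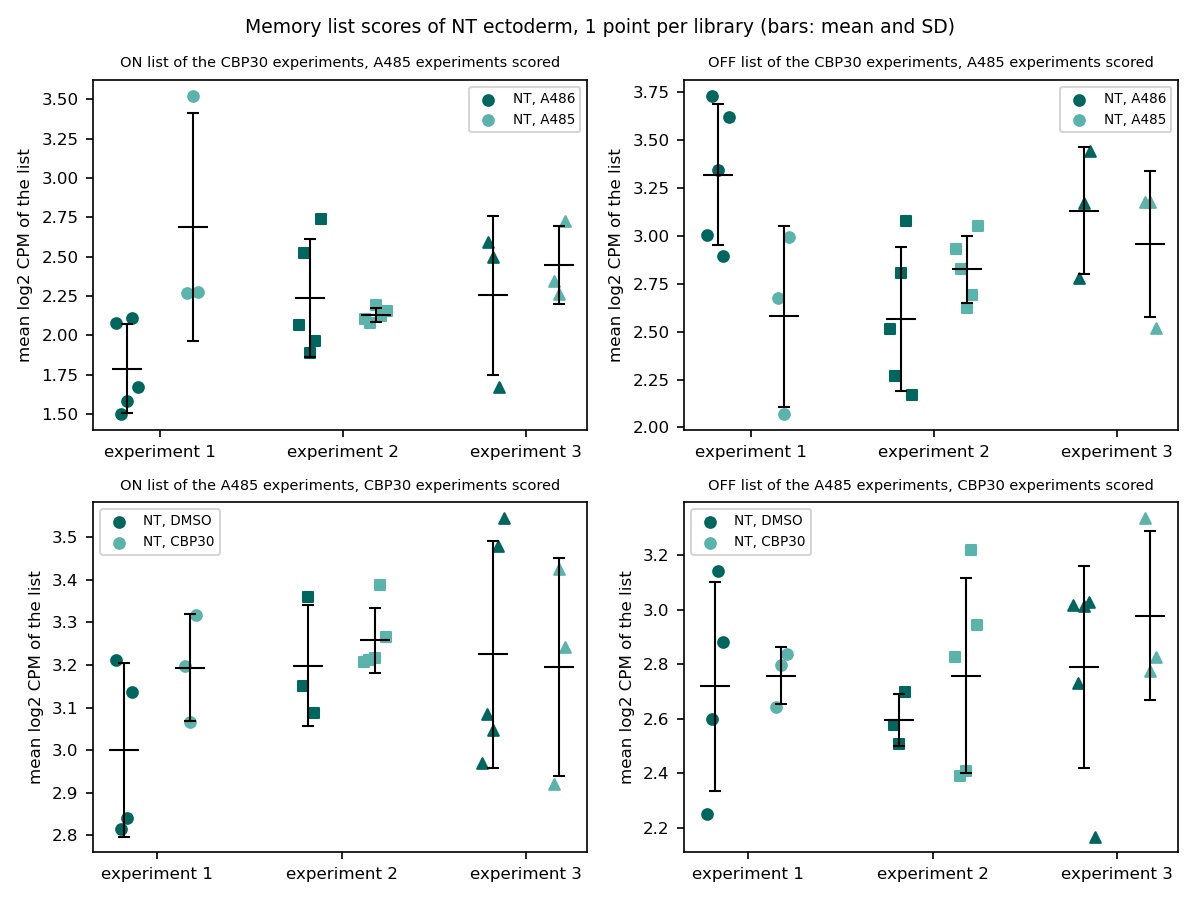
Memory list scores (mean log2 CPM over the list) of NT ectoderm by experiment, 1 point per library, with bars for the mean and SD. The ON list of the CBP30 experiments differs by 0.90 between A485 and A486 libraries in experiment 1, by -0.11 in experiment 2 and by 0.19 in experiment 3.

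Last, the effect of each inhibitor on the donor was compared with its effect on NT ectoderm. The Spearman coefficient across transcripts was 0.02 for CBP30 (21044 transcripts) and -0.15 for A485 (18307 transcripts). Transcripts are not independent replicates, so no p-value is given.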

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

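The tests in this part were chosen after the values of these libraries had been seen and before each test was run. Groups of 4 to 10 libraries were searched for a library whose distance to its nearest neighbour is large for the range of the group (Dixon's test at 95%). The search covered 50 combinations of a group and a measure and found 3, where chance gives about 2.5. All 3 are donor libraries of the CBP30 experiments.

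In the CBP30 donor library of experiment 3, the most abundant transcript took 10.4% of the counts (95% Wilson interval 10.37% to 10.4%, counting error only). In the next highest of the 5 CBP30 donors the most abundant transcript took 2.64%. In this library 8 transcripts had a share of 2% or more each and 42.6% together (42.56% to 42.6%). Their summed share was at most 12.6% in any other library of the CBP30 experiments, with a median of 4.88%. The library also had a scaling factor of 0.58 in the donor comparison, where the other donors ran from 0.937 to 1.16. Without these transcripts its factor was 0.954, inside the range of the others (0.895 to 1.1), so a few transcripts with a large share may account for the low factor. The CBP30 donor comparison gave 0 calls without them, as with them. The identifiers of these transcripts, whose lengths are 1826 and 4112 to 4114 bases, could not be paired with gene names. XBmRNA22078 and XBmRNA22081, both of 4113 bases, took 10.4% each, and each target of 1826 bases took 3.72%. Targets of equal length and share may be copies of the same sequence among which reads were divided. The 8 targets therefore need not be 8 separate transcripts, and the share of the most abundant may be understated. What they are was not tested, and whether the RNA preparation or the embryos raised them stays open. With 1 CBP30 donor library in experiment 3, an effect of the treatment has no replicate there and was not tested.

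DMSO donor library 2 of experiment 3 had a count for 54.1% of the targets, and the other 5 DMSO donors had from 48.8% to 49.7%. It was also the deepest of them, with 22070634 counts. After thinning all 6 libraries to the 14657469 counts of the shallowest it had 52.2%, against 48.3% to 50% in the others. By the same criterion it no longer stood apart, though it stayed the highest. Depth is thus a possible explanation for part of the gap, and the rest is open. The library also lay towards the DMSO donors of experiment 1 on principal component 1, at 220.9, where the CBP30 donors ran from 230.1 to 245.6. The design gives no biological group for this library, and no biological explanation was tested.

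XBmRNA8318, an ON-memory transcript, was at 72.8 CPM in DMSO donor library 2 of experiment 1, where the next highest DMSO donor was at 16.2 CPM and the lowest at 7.98 CPM. This library is 1 of the 2 that lie furthest from the other donors on the principal components. A rise of the whole ON list in it could explain the value. Its list score was instead lower than the mean of the other 5 libraries (a difference of -0.41, at 3.19 where the others ran from 3.41 to 3.80), which argues against such a rise. As the score lies outside the range of the others, a difference in tissue make-up stays open. The level is far above the counting error at this depth. A difference between batches of embryos and a sequence variant stay open, as they were not tested.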

How the results depend on the processing

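The alternatives chosen only after results had been seen were the Wald test on experiments 2 and 3 of the CBP30 donors, the fits without 8 abundant transcripts and the list scores without single libraries. Over the comparisons, lists and correlations, 133 alternative values kept their direction and side of the threshold or stayed within a factor of 1.5 of the reported count. A further 31 counts moved by more than that, 3 list differences reversed and 2 passed p 0.05 where the reported value did not. For the named transcripts, 116 alternative values kept their call, 17 lost it and 0 reversed. DESeq2 size factors and no filter on low counts left every count, list difference and correlation tested under them within these limits.

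The experiment block is supported by the correlation of libraries that share a number in the comparisons of inhibitors and of NT with IVF ectoderm, and not in that of donors with IVF ectoderm. With it, the A485 NT comparison rose from 7 to 35 calls (13 higher, 22 lower), which include the 7. The CBP30 NT comparison and both donor comparisons stayed at 0. The donor interaction rose from 0 to 6 calls. DMSO NT against IVF ectoderm gave 7669 calls, of which 5561 are among the 5671 reported, and CBP30 NT against IVF ectoderm gave 8578. Donor against IVF ectoderm gave 18294. The CBP30 lists held 290 ON and 125 OFF transcripts. The list differences for A485 were 0.29 and -0.17 and those for CBP30 were 0.07 and 0.13. The correlations of donor and NT effects were 0.00 for CBP30 and -0.15 for A485. The block removes differences between experiments by its construction. Why it adds calls in the A485 comparisons was not tested further.

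With the DESeq2 Wald test the CBP30 donor comparison gave 511 calls in place of 0. Of these, 159 (31.1%) were also called by edgeR within experiment 1 alone, and the same test on experiments 2 and 3 gave 161. It gave 13 calls in place of 0 for CBP30 NT ectoderm and 29 in place of 7 for A485 NT ectoderm, which include the 7. The cause was not tested. In the other 7 comparisons its counts stayed within a factor of 1.5.

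A minimum of 10 counts in every library gave 11675 calls for donor against IVF ectoderm in the CBP30 experiments, where it left 16191 of 26208 transcripts to test. For A485 NT ectoderm it gave 1 call, since 4 of the 7 transcripts have a library with fewer than 10 counts and were not tested, and XBmRNA16453 and XBXL10_1g33259 passed to an adjusted p of 0.0511 each (ranges over their alternatives 9.32e-05 to 0.489 and 0.000136 to 1).

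Leaving out 1 experiment at a time gave 2835 to 4712 calls for DMSO NT against IVF ectoderm and 3397 to 5159 for CBP30 NT against IVF ectoderm, both with fewer libraries. It gave 0 to 9 calls for CBP30 NT ectoderm and 4 to 37 for A485 NT ectoderm. For A485 the highest count came without experiment 2. For both the cause was not tested. The CBP30 donor comparison gave 0 or 1 calls over 8 fits that each left out an experiment or a CBP30 library, with the 1 call when library 1 of experiment 1 was left out. For A485 NT against IVF ectoderm, leaving out 1 library gave 1339 to 3293 calls, the lowest without A485 library 1. Leaving out A485 library 2 gave 2508, IVF library 2 gave 2509 and IVF library 4 gave 2399. All 7 values are below the reported 4126, as fewer than 3 and 4 libraries were compared. The A485 donor comparison, the A486 NT comparison with IVF ectoderm and both donor comparisons with IVF ectoderm stayed within a factor of 1.5. Leaving out 1 of the 2 A486 donors was not run for the last, as 1 library would remain.

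The memory lists followed the limit on the fold change. At a fold of at least 3 the CBP30 lists held 72 ON and 36 OFF transcripts and the A485 lists 120 and 215. Without a minimum they held 1235, 1082, 847 and 1031. Made from experiment 1 alone, as the A485 lists are, the CBP30 lists held 64 and 49 transcripts, of which 28 and 11 are on the reported lists. A stricter limit shortens a list by its construction. Why the lists from experiment 1 alone are short was not tested. DMSO NT against IVF ectoderm gave 491 calls in experiment 1 (4 and 4 libraries) and 5672 in experiment 2 (3 and 3). This argues against the number of libraries as the whole cause. The sizes of the lists say little in themselves.

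The score of the CBP30 ON list in A485 NT ectoderm differed by 0.00 to 0.60 over the 3 fits that each left out an experiment, with permutation p from 0.03 (without experiment 2) to 0.991 (without experiment 1). The OFF list differed by -0.47 (without experiment 2, permutation p 0.0416) to 0.10 (without experiment 1, permutation p 0.6), so that its direction reversed without experiment 1. Both list differences thus rest on experiment 1. With lists made from the same experiments, the A485 ON difference was -0.00 and the CBP30 ON difference was -0.07, both reversed. Such lists share control libraries with the test, and 40 regroupings of those libraries gave -0.24 to 0.07 and -0.49 to 0.37, so these differences lie inside what the shared libraries give. The other list differences kept their direction, and their p-values stayed above 0.05, with size factors, prior count 0.5, lists at a fold of at least 3 and the fry test. Without A485 library 2 of experiment 1 the ON difference was 0.18 and the OFF difference -0.12.

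Correlations over transcripts called in the donors could not be computed, since none were called. Leaving out the 2 libraries whose tissue field contradicts the title left 6 calls for A485 NT ectoderm, 0 for the donors and a donor correlation of 0.13 in place of 0.18. The fits without the 8 abundant transcripts gave 0, 5700, 18065, 0 and 6311 calls for the CBP30 comparisons in which they were run, beside 0, 5671, 18007, 0 and 6364. Depth limits the named A485 transcripts: after thinning to the 6468976 counts of the shallowest library, 5 of the 7 were called again.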

Other observations

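The tests of the called A485 transcripts against the donors and against the spread without A485, and the test of the contradicting tissue fields, were chosen only after the result was seen. The other tests in this part were chosen before.

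Other splits of the same libraries show how often a count arises without the real grouping. For the CBP30 donor, A485 donor and CBP30 NT comparisons, all 100 of 100 splits gave at least the 0 calls reported, as any split does, with up to 3, 183 and 1 calls. For the interaction of the donor effects it was also 100 of 100 regroupings, with up to 389 calls. For DMSO NT against IVF ectoderm, A486 NT against IVF ectoderm, DMSO donor against IVF ectoderm and CBP30 NT against IVF ectoderm, 1 of 100 splits gave as many calls, the real one. The other splits reached up to 2230, 1, 12370 and 748 calls. For A485 NT against IVF ectoderm it was 1 of all 35. For A485 NT against A486 NT it was 4 of 100, and the highest of them, with 3636 calls, put 3 libraries of experiment 1 and 8 of experiment 2 against the rest, so it followed the experiments. In 40 splits that keep the number of libraries per experiment, 1 gave 7 or more calls, the real one, and the others gave 0. With the experiments as blocks the count was 35.

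The effect of A485 on NT ectoderm differed between experiments. The term for such a difference was called for 580 transcripts, and 1 of 100 regroupings within experiments gave as many, the real one, with at most 316 in the others. For CBP30 it was called for 55, again with 1 of 100 regroupings as large and at most 9 in the others. A candidate explanation is that these transcripts vary between batches of embryos in any case. Of the A485 transcripts, 393 were tested in the IVF libraries of the CBP30 experiments, where 41% differed between experiments. Lists matched on mean level had a median of 36.6%, and 96.4% of 10000 such lists lay below, so the excess is small and leaves most of the pattern open. A difference in treatment, in the batch of embryos or in dissection between experiments was not tested.

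Of the 7 transcripts called between A485 and A486 NT ectoderm, 6 were tested in the treated donors. Of these, 1 had a donor log2 fold change within 2 standard errors of that in NT ectoderm, and 0 had an unadjusted p-value under 0.05. This argues against the same difference in the donors for most of the 6. A difference in depth between the groups is also argued against, since all 7 log2 fold changes stayed within 1 standard error after thinning the libraries to the depth of the shallowest, 6468976 counts. In CBP30 NT ectoderm 3 of the 7 were tested, and 0 changed in the same direction with an unadjusted p-value under 0.05. XBmRNA30476 changed in the other direction there, with a log2 fold change of 1.74 (SE 0.70, edgeR p 0.0201, adjusted p 1).

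XBmRNA30476 varied more without A485 than the other calls. Its spread between untreated libraries was at the 99.5 percentile of 1000 transcripts of similar level, and untreated IVF libraries ran from 0 to 6.88 CPM. A transcript that varies between embryos without treatment, such as one with a variant carried by some animals, is therefore a possible explanation for the low level of XBmRNA30476 in the A485 libraries. All 11 A485 libraries over 3 experiments were low, so this would need the same animals or genotypes on the treated side each time, which was not tested. For the other 6 transcripts, 0 were in the top 5% of spread (percentiles from 21.8 to 93.1), which argues against that explanation as their common source. XBmRNA18476 and XBmRNA29620 were near that limit, at the 91.1 and 93.1 percentiles, and ran from 1.58 to 18.9 and from 0.502 to 3.3 CPM over the 4 IVF libraries. For these 2 taken singly it is argued against only weakly. An effect of the inhibitor on the transferred nucleus remains a hypothesis for these 6, found and tested on the same data. Of the 6, XBmRNA18476 and XBmRNA29620 kept their call under every alternative in which they were tested, and the other 4 lost it in at least 1.

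The ON list of the CBP30 experiments was higher by 0.90 in A485 than in A486 NT ectoderm of experiment 1. Without A485 library 2 it was higher by 0.48. Depth is argued against, as the difference was 0.89 after thinning to the depth of the shallowest library. The treated donors of that experiment differed by 0.17, so the same difference in the donor tissue is argued against as well. A candidate explanation is that these transcripts vary together between embryos of one group. Among A486 NT libraries within experiments the SD of the list score was 0.34, above all of 2000 matched lists (percentile 100, median SD 0.05). The list thus moves as a unit between A486 control embryos, and the number of its transcripts that rose says little about the treatment.

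The 2 DMSO donor libraries of experiment 1 lie apart from the other donors, at -92.8 and -125.9 on principal component 2. DMSO donor library 2 of experiment 3 is shifted in the same direction, at 220.9 on component 1 and -52.7 on component 2. The remaining donors ran from 6.4 to 46.8 on component 2. Ectoderm carried along in the dissection could raise abundant ectoderm transcripts in the 2 libraries of experiment 1. Of the 200 most abundant transcripts higher in IVF ectoderm, 23% were higher in both than in all 9 other donors, where chance gives 1.82% and all transcripts tested gave 8.8%. The value is above these, in the direction that carried ectoderm would give. Both libraries also lay towards ectoderm on component 1, at 172.7 and 174.7, where the other donors ran from 220.9 to 248.2. The share that carried ectoderm would give was not computed. The transcripts were also chosen in ectoderm of an earlier stage than the donors. The test therefore cannot decide how much carried ectoderm contributes, and it stays open as a cause. An effect of CBP30 would also set these libraries apart from the treated ones. Of the 439 transcripts called lower with CBP30 within experiment 1, only 201 passed the filter within experiment 2. Of these, 49.3% were lower there, beside 49.2% of all transcripts, which argues against a CBP30 effect on these 201 that the experiments share. The others were not tested there. Over all transcripts tested in both, the fold changes of the experiments had a Spearman coefficient of 0.10, so a weak shared effect elsewhere is not excluded. The calls made within experiment 1 and by the Wald test may therefore rest in part on these 2 DMSO libraries. The Wald test gave 161 calls in experiments 2 and 3. Whether these are among its 511 was not tested, so the count does not show how many of the 511 rest on the 2 libraries. What sets these 2 DMSO libraries apart stays open.

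Of the 2 A485 libraries of experiment 3 whose tissue field contradicts the title, 0 correlated more with the tissue of the field than with that of the title. This argues against a mislabelled sample with the tissue field right. Where the contradiction arose was not tested.

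Between the inhibitors, the effects on NT ectoderm correlated at a Spearman coefficient of 0.06 across 13387 transcripts, which are not independent replicates. This value was computed after the other results were seen.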
